A study of Caenorhabditis elegans with 31 samples.

How the data were processed

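Single-nucleus RNA libraries of whole adult *C. elegans* were measured in 8 groups, as the labels give them: untreated P0 worms (sorted or unsorted nuclei) and water, 0.05% ethanol and 0.5% ethanol lines in generations F1 and F3. Batches and replicate numbers were taken from the labels. The labels' protocols give differing times for the age of the adults at collection, so no age is stated here. The values are raw UMI counts per gene and nucleus, deposited as sparse matrices whose headers name a software version of 3.0.2, per the file headers. Aligner, genome build, annotation and the use of strand are not stated in the headers or labels. All value columns were used, 0 were left out. Total counts per library ran from 1218248 to 25500166. The deposited matrices had been filtered before, as the smallest nucleus held 372 UMIs, so the planned minimum of 300 UMIs per nucleus removed 0 nuclei.

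Gene positions come from the WBcel235 annotation (Ensembl release 115), matched by gene identifier, since the files carry no coordinates. Of 46904 identifiers, 46817 (99.8%) matched. Gene names are those of the files.

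Doublets were scored per library by simulated pairs of its own nuclei, and the nuclei with the highest scores were removed at 0.8% per 1000 nuclei, which took out 2168 of 85180. Counts were log-normalized, 2000 variable genes were chosen within libraries, and 30 principal components were corrected for library by an own implementation of a soft-cluster method. A graph of 15 nearest neighbours was clustered with leidenalg 0.10.2 (igraph 0.11.9) at resolution 1. Markers of cell types had been fixed in advance, and 3 of them were absent from the features. A cluster of at least 50 nuclei was named when the mean log2 fold of its best list was at least 0.8 and at least 0.5 above the next class, and when at least 3 markers were raised 1.5 times or more and seen in at least 10% of its nuclei. Its 10 leading genes also had to hold no more markers of another class than of its own, and a further rule on very low UMI counts left out no cluster. These naming rules were set after the data were seen. They kept 14 of 31 clusters unnamed, 6 of them by the score or its distance to the next class alone. Those 6 clusters held 28.6% ± 5.27 of nuclei in water F1 (SD, n = 5), 28.6% ± 5.55 in 0.05% ethanol F1 (n = 5), 29.1% ± 3.77 in 0.5% ethanol F1 (n = 3), 30.2% ± 5.58 in water F3 (n = 5), 30.3% ± 2.48 in 0.05% ethanol F3 (n = 5) and 39.0% ± 6.70 in 0.5% ethanol F3 (n = 3). They held 19.2% of the sorted and 18.5% ± 3.48 (n = 4) of the unsorted P0 nuclei. The germline (mitotic to pachytene) and oocyte lists both name a germline-like cluster, and the neuron and ciliated sensory neuron lists both a neuron-like one.

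Counts were summed per library, and per library and class, and tested with edgeR 4.0.16 (quasi-likelihood test, TMM factors, filterByExpr) in R 4.3.3. All 26 water and ethanol libraries entered 1 fit, with an intercept for each batch and generation and an effect for each dose and generation. A library entered the fit of a class with at least 20 nuclei of it, and a class was tested where each group kept at least 2 libraries in each batch. A gene was called at a Benjamini-Hochberg adjusted p below 0.05. Standard errors are those implied by edgeR's F statistic. Contrasts were each dose against water, the doses against each other, and the F3 against the F1 effect. Class shares were compared by exact two-sided permutation of labels within batches, and after the data were seen the shares of all 31 clusters as well. Effects of 0.05% ethanol were correlated between batches over genes with a mean of at least 20 CPM, as differences of log2 values with a pseudocount of 1 CPM, with one-sided exact permutation of labels within each batch. Where doses share water libraries, the labels of the 3 groups were permuted together, so that unchanged groups against the same water libraries give the value to compare with (mean r 0.464 in F1 and 0.489 in F3).

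The main tests, the comparisons, the marker lists, the list of 17 ethanol genes, the rule for named genes and all but 1 of the alternatives were chosen before the data were examined. The rule names, per comparison, up to 3 genes in whole libraries and up to 3 gene and class pairs with the largest log2 change among those called, with a mean of at least 20 CPM in 1 arm and each ethanol library on the same side of each water library within each batch. Where none qualified, the gene with the smallest p is named. List members called over the list alone are named too.

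The replicate numbers in the labels were checked as pairs, over 6843 genes, by correlating deviations from the batch and group means. The labels do not say what a number marks. For 0.05% ethanol and water in F1, r ran from 0.457 to 0.772 over 5 pairs, for 0.5% ethanol and water in F1 from 0.613 to 0.736 over 3 pairs, for 0.5% ethanol and water in F3 from 0.167 to 0.619 over 3 pairs, and for the 2 doses in F1 from 0.641 to 0.679 over 3 pairs. These comparisons were taken as paired by number, and for them the fit with the block is given where it changes a call or a count. For 0.5% ethanol and water in F3, however, different numbers reached r 0.177 (ethanol 2, water 3) and 0.154 (ethanol 3, water 2). The same numbers 2 and 3 had 0.179 and 0.167, so only number 1 (0.619) stands apart. The block calls of that comparison therefore rest on a pairing that is clear for number 1 alone. With 2 libraries per arm in batch 2, deviations of a pair mirror each other there. Replicates of a group were also compared for identity: over 25 pairs the chi-square per degree of freedom ran from 8.47 to 78.97, so none were copies of each other.

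Alternatives were DESeq2 size factors in the edgeR fit, no filter on low counts, the DESeq2 1.42.0 Wald test, limma 3.58.1 voom with sample weights, the replicate number as a block, only the libraries of the comparison, single batches, leaving out each library in turn, nuclei with at least 1000 UMIs, doublets kept, clusters at resolution 2, uncorrected principal components, shares among named nuclei, shares as log2 percent (pseudocount 0.1), a minimum of 100 CPM, a pseudocount of 10 CPM and Spearman's coefficient. One alternative, the removal of ribosomal RNA genes before normalization, was chosen after seeing the data. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and plots were drawn with matplotlib 3.10.9. The random seed was 1.

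The edgeR step was tested on simulated data, drawn from the fitted means and dispersions with 200 genes changed. For 0.05% ethanol against water in F1, over 13998 genes, it recovered 53.7% of changes of 1 log2 unit and 95.5% of changes of 2 log2 units. The shares for 0.5% ethanol in F1, over 13893 genes, were 44.8% and 77.6%, and for 0.5% ethanol in F3, over 13953 genes, 47.8% and 80.6%. For 0.05% ethanol in F3, over 13937 genes, they were 62.7% and 83.6%. Recovery within classes was lower in several cases. For 0.5% ethanol in F1 it was 1.5% and 49.3% in neuron-like, 10.4% and 56.7% in gonadal sheath-like, 13.4% and 76.1% in intestine-like and 43.3% and 79.1% in body wall muscle-like sums, so a class-level count of 0 leaves changes of 1 log2 unit open. The simulation has no spread shared by libraries with the same number, and the effect of such spread on these shares was not tested. All of these shares are for 200 changed genes, and the adjusted p is stricter where fewer genes change. They therefore do not give the recovery of a few changes, even of 2 log2 units. In the real whole libraries, hsp-16.41 had a log2 change of −2.10 in 0.5% ethanol F3 and an edgeR adjusted p of 0.968. Untreated libraries were not compared with water, since no batch holds both, and the sorted and unsorted P0 libraries of batch 1 were only described, since each has no replicate there.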

Results

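Nuclei were isolated from whole adult *Caenorhabditis elegans* of the strain JK560, which carries fog-1(q253), and the RNA of single nuclei was counted with unique molecular identifiers (UMIs, tags that mark each captured RNA molecule). The study asked how a parental exposure to ethanol is seen in later generations. It held 31 libraries in 5 batches. Untreated worms of generation P0 gave 1 library of sorted nuclei in batch 1 and 4 libraries of unsorted nuclei, of which 1 was in batch 1 and 3 in batch 3. The exposed lines were sampled in generations F1 and F3. In F1 there were 5 water libraries and 5 libraries of 0.05% ethanol, each with 2 in batch 2 and 3 in batch 5, and 3 libraries of 0.5% ethanol in batch 5. In F3 there were 5 water libraries and 5 libraries of 0.05% ethanol, each with 2 in batch 2 and 3 in batch 4, and 3 libraries of 0.5% ethanol in batch 4. No batch held both untreated and water libraries, so these groups were not compared, and for 0.5% ethanol the generation coincided with the batch.

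The matrices held 85180 nuclei and 237833993 UMIs over 46904 features, of which 24306 had at least 1 count. Libraries held from 1116 to 4850 nuclei and from 1218248 to 25500166 UMIs, and the median per nucleus ran from 606 to 2149.5 UMIs. The shallowest libraries were the 3 with replicate number 2 of batch 5, with 1439256 UMIs for water, 1279752 for 0.05% ethanol and 1218248 for 0.5% ethanol, and the values of batch 5 rest least firmly on them. The same 3 libraries had 10.2% to 13.9% of their UMIs on the ribosomal RNA gene rrn-3.1, against 0.918% to 4.62% in the other 6 libraries of that batch.

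**Figure D1:**
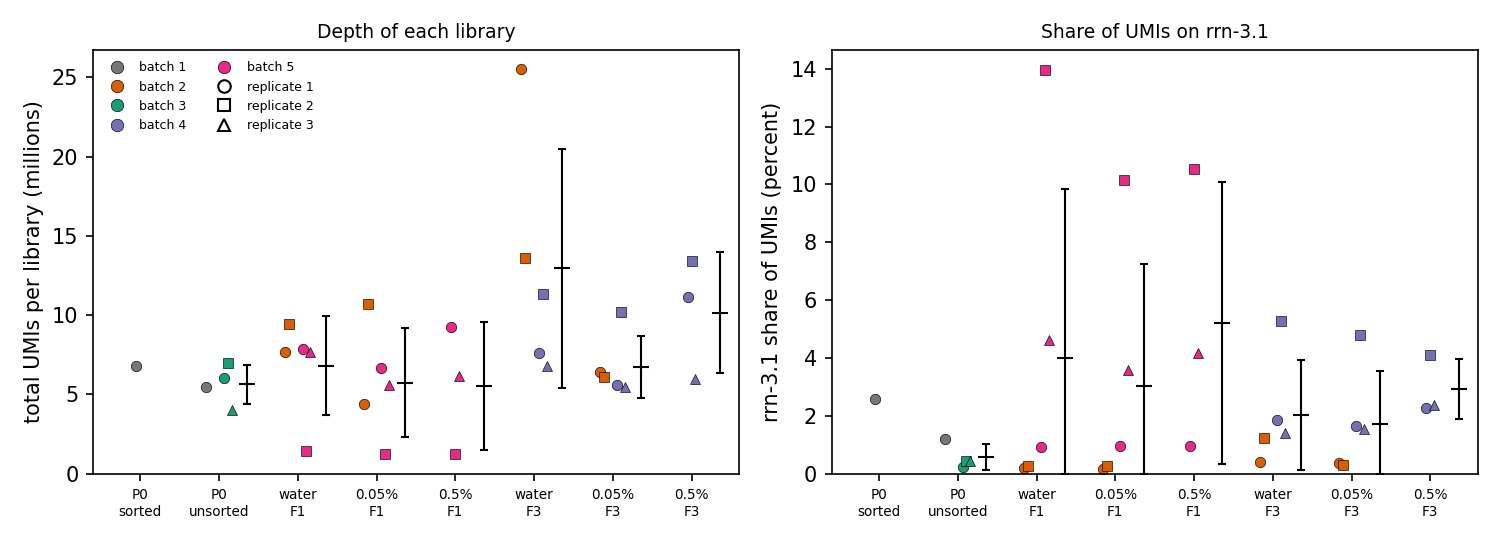
Total UMIs per library (left axis, scaled as labelled) and the percent of UMIs on rrn-3.1, by group, with 1 point per library, colours for batches, marker shapes for replicate numbers and lines for the mean ± SD over all libraries of a group, the SD bars stopped at 0. Libraries range from 1218248 to 25500166 UMIs, and the rrn-3.1 share is highest, at 10.2% to 13.9%, in the replicate 2 libraries of batch 5.

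After the removal of likely doublets, 83012 nuclei fell into 31 clusters, of which 17 could be named from marker genes fixed in advance. The names gave 9 classes. Body wall muscle-like nuclei expressed myo-3, unc-54 and unc-15, germline-like nuclei glh-1, pgl-1 or the oocyte genes oma-1 and puf-5, intestine-like nuclei vit-2, ges-1 and ifb-2, and pharyngeal muscle-like nuclei myo-1, myo-2 and tnc-2. Neuron-like nuclei expressed snt-1, egl-21 and unc-31, gonadal sheath-like nuclei lim-7 and inx-8, spermatheca-like nuclei sth-1 and fln-1, coelomocyte-like nuclei unc-122 and cup-4, and epidermis-like nuclei rol-6 and dpy-7. Nuclei of the 14 clusters left unnamed made up 53.8% ± 2.96 (SD, n = 5) of the water F1 libraries, 52.3% ± 4.15 (n = 5) of 0.05% ethanol F1, 50.9% ± 3.11 (n = 3) of 0.5% ethanol F1, 56.5% ± 4.79 (n = 5) of water F3, 56.9% ± 2.45 (n = 5) of 0.05% ethanol F3 and 61.6% ± 5.22 (n = 3) of 0.5% ethanol F3. They were 52.2% of the sorted P0 library and 51.2% ± 7.38 (n = 4) of the unsorted ones. Among the unsorted P0 libraries, batch 3 replicate 3 stood apart, with 62.0% against 46.0% to 49.8% in the others. The unnamed cluster 4 held 38.5% of its nuclei, against 3.73% to 5.70% in the others. Its median was 747.5 UMIs per nucleus, against 1262.5 to 1751.5. Class values therefore cover less than the whole worm, and differences from the study's own cell types may come from the rebuilt names.

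The first question was whether gene expression in whole libraries differed between ethanol and water of the same generation. UMI counts were summed per library and tested for 14201 genes with edgeR's quasi-likelihood test, which is two-sided, within batches. No gene had an adjusted p below 0.05 in any of the 4 comparisons. For 0.05% ethanol in F1, 0 genes were called and 149 (1.05%) had an unadjusted p below 0.05. For 0.05% ethanol in F3, 0 were called and 158 (1.11%) passed unadjusted. For 0.5% ethanol in F1, 0 were called and 268 (1.89%) passed unadjusted, and in F3 0 were called and 602 (4.24%) passed unadjusted. All 4 shares lay below the 5% that unchanged genes give in a calibrated test. The alternative that moved these counts most was a fit of only the libraries of the comparison, which called 6 genes for 0.5% ethanol in F3 and 0 in the other 3 comparisons. With the replicate number as a block, the comparison of 0.5% ethanol with water in F3 called 3 genes, hsp-16.2, hsp-16.41 and hsp-70, all lower in ethanol, where the fit without the block called 0. The median standard error of a log2 change was 0.221 and 0.213 for 0.05% ethanol in F1 and F3, and 0.276 and 0.261 for 0.5% ethanol.

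In each comparison the gene with the smallest p is given, and none of these met the rule for named genes. The gene ced-13 (WBGene00000427) lies on chromosome X from 8299119 to 8299654 on the minus strand, with 3 exons, and its level was 1.63 ± 0.933 CPM (counts scaled to a common library size with TMM factors; SD, n = 5) in 0.05% ethanol F1 against 0.608 ± 0.342 (n = 5) in water. This log2 change of 1.55 (SE 0.434) had an edgeR adjusted p of 1, although every ethanol library lay above every water library of its batch, and 3 of the 10 libraries held 1 count of it. F32A5.3 (WBGene00017969, ctsa-3.1 in the annotation) lies on chromosome II from 7232853 to 7235920 on the plus strand, with 9 exons, and overlaps aqp-1 on the other strand. In F3 it stood at 48.0 ± 33.5 CPM in 0.05% ethanol against 33.5 ± 22.99 in water (n = 5 each), a log2 change of 0.51 (SE 0.144) with an edgeR adjusted p of 1, higher in all 5 ethanol libraries than in the water libraries of their batch. For 0.5% ethanol in F1 the gene was bgal-1 (WBGene00011832), on chromosome V from 11222748 to 11226018 on the minus strand, with 11 exons and overlapped by T19B10.2 on the other strand. Its level was 45.3 ± 7.56 CPM against 69.5 ± 9.87 (n = 3 each), a log2 change of −0.55 (SE 0.133) with an edgeR adjusted p of 1, lower in 3 of 3 ethanol libraries. Values of overlapping genes are uncertain, since the files do not state whether counting used the strand.

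For 0.5% ethanol in F3 the gene was hsp-16.41 (WBGene00002018), which encodes a small heat-shock protein and lies on chromosome V from 1805178 to 1805875 on the plus strand, with 2 exons. It stood at 26.6 ± 15.4 CPM in 0.5% ethanol against 131 ± 91.0 in water (n = 3 each). Its log2 change was −2.10 (SE 0.515), with an edgeR adjusted p of 0.968 without the block and 0.0101 with it, and all 3 ethanol libraries lay below all 3 water libraries, which happens by chance in 10% of such genes in either direction. Over all alternatives the adjusted p ranged from 0.0101 to 1.

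The doses and the generations were compared through their effects against water. The contrast of 0.5% with 0.05% ethanol, which takes the 0.05% effect over both of its batches, called 0 genes in F1, with 191 (1.34%) at an unadjusted p below 0.05, and 0 genes in F3, with 606 (4.27%). The difference between the F3 and the F1 effect called 0 genes for 0.05% ethanol, with 169 (1.19%) at an unadjusted p below 0.05, and 0 genes for 0.5% ethanol, with 164 (1.15%). For 0.5% ethanol this difference cannot be told apart from that between batch 4 and batch 5.

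Since 2 batches repeated the comparison of 0.05% ethanol with water, their effects were correlated across genes, which are not independent replicates. In F1 the Pearson r between batch 2 and batch 5 was 0.0892 over 6982 genes, with a one-sided exact permutation p of 0.35 (0.7 after Benjamini-Hochberg adjustment over the 2 correlations). In F3 the r between batch 2 and batch 4 was −0.154 over 6568 genes, with a one-sided exact permutation p of 0.75 (adjusted 0.75). The alternative with the largest shift was a minimum mean of 100 CPM, under which r in F3 was −0.251, and with Spearman's coefficient the value in F1 was −0.002. Both signs rested on single libraries: in F1, r ran from −0.244 without 0.05% ethanol batch 2 replicate 1 to 0.338, and was also below 0 without water batch 2 replicate 2 (−0.215), 0.05% ethanol batch 5 replicate 2 (−0.024) or water batch 5 replicate 3 (−0.025). In F3 it was 0.2 without 0.05% ethanol batch 2 replicate 2 and 0.002 without 0.05% ethanol batch 4 replicate 2.

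Within cell classes, UMI counts were summed per library and class and tested in the 6 classes that had enough nuclei, with 8509 genes in body wall muscle-like, 8639 in germline-like, 2263 in gonadal sheath-like, 6060 in intestine-like, 2520 in neuron-like and 6591 in pharyngeal muscle-like sums. These were 34582 tests of a gene in a class per comparison. For 0.05% ethanol, 0 were called in F1 and 0 in F3, with 898 (2.6%) and 1174 (3.39%) at an unadjusted p below 0.05. For 0.5% ethanol, 0 were called in F1, with 1119 (3.24%) at an unadjusted p below 0.05, and 1 in F3, with 892 (2.58%). In 0.5% ethanol F1 the share was 8.97% (226 of 2520) in neuron-like sums and 1.25% to 3.96% in the other 5 classes. The neuron-like fit held 22 of the 26 libraries. Replicate 2 of 0.5% ethanol (1.31% of 1144 nuclei) and of water (0.93% of 1506) in batch 5 lay below the minimum of 20 nuclei. The neuron-like share therefore rests on replicates 1 and 3 of each arm. Leaving low counts unfiltered moved the counts of calls most, to 63 for 0.05% ethanol in F3. With the replicate number as a block, the counts were 2 for 0.05% ethanol in F1, F48G7.5 in intestine-like and ins-10 in pharyngeal muscle-like sums, 13 for 0.5% ethanol in F1 and 11 for 0.5% ethanol in F3. Leaving out a single library gave 1 call in F1 for 0.05% ethanol (fipr-2 in neuron-like sums without 0.05% ethanol batch 2 replicate 2, or F48G7.5 in intestine-like sums without water batch 2 replicate 1). In F3 it gave 3, all in pharyngeal muscle-like sums, without water batch 2 replicate 1 (fipr-3, fipr-6 and nspb-8) and 4 without 0.05% ethanol batch 4 replicate 3 (these 3 and ZK622.4). Under 0.5% ethanol in F1 it gave 3 calls in pharyngeal muscle-like sums without ethanol replicate 1 (F30H5.3, T17H7.1 and Y75B7AR.1) and 1 without ethanol replicate 2 (Y75B7AR.1) or 3 (nlp-71). In F3 it gave 0 without ethanol replicate 1, ethanol replicate 3 or water replicate 1, and 7 without water replicate 3. It gave 1 without ethanol replicate 2 (T24C4.4 in intestine-like sums, adjusted p 0.0373) and 1 without water replicate 2 (nlp-20 in neuron-like sums, adjusted p 0.0212), neither of them the gene called with all libraries.

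The 1 call was hsp-16.41 in intestine-like sums for 0.5% ethanol in F3, and it met the rule for named genes. Its level was 25.4 ± 17.4 CPM in ethanol (7.22 to 42.0) against 219 ± 159 in water (66.3 to 384; n = 3 each). The log2 change was −2.90 (SE 0.548) with an edgeR adjusted p of 0.0458, and 3 of 3 ethanol libraries lay below 3 of 3 water libraries. The call was not stable: over the alternatives the adjusted p ranged from 5.04e-14 to 1, and 5 of the 6 fits that left out 1 library lost it. Its adjusted p was 0.121 without ethanol replicate 1, 0.28 without ethanol replicate 2, 0.196 without ethanol replicate 3, 0.134 without water replicate 1 and 1 without water replicate 2, while it was 0.0038 without water replicate 3. The log2 change stayed between −3.36 and −2.22 in these 6 fits. The difference between the F3 and the F1 effect of 0.5% ethanol on this gene in intestine-like sums was −0.84 (SE 0.939, edgeR adjusted p 1).

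In the other 3 comparisons no gene and class pair met the rule, and the pairs with the smallest p are given. Y47D7A.12 (WBGene00021624; chromosome V, 4428950 to 4429676, minus strand, 2 exons) in pharyngeal muscle-like sums stood at 82.6 ± 159 CPM in 0.05% ethanol F1 against 11.7 ± 14.5 in water (n = 5 each). The log2 change was 2.86 (SE 0.645, edgeR adjusted p 0.418), and the arms overlapped, since 1 ethanol library held 366 CPM and the other 4 at most 35.5. The gene fipr-6 (WBGene00007544; chromosome V, 10231232 to 10231594, plus strand, 2 exons) in pharyngeal muscle-like sums stood at 355 ± 416 CPM in 0.05% ethanol F3 against 65.0 ± 106 in water (n = 5 each), a log2 change of 2.95 (SE 0.627, edgeR adjusted p 0.177). In batch 2 both ethanol libraries lay above both water libraries, while in batch 4 only 1 of 3 ethanol libraries held counts of it. Leaving out 1 library brought fipr-6 below the threshold, at an adjusted p of 0.0182 without water batch 2 replicate 1 and 0.0238 without 0.05% ethanol batch 4 replicate 3. F07G6.10 (WBGene00045271; chromosome X, 1737906 to 1739229, plus strand, 2 exons) in body wall muscle-like sums stood at 0.868 ± 1.50 CPM in 0.5% ethanol F1 against 15.3 ± 3.53 in water (n = 3 each; edgeR adjusted p 0.253). All 3 ethanol libraries lay below the water libraries, but they held 3 counts of it in 1 library and 0 in the others, so no fold is given. Y47D7A.12 and fipr-6 belong to families of similar genes, between which counts could be split.

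A list of 17 genes of alcohol and aldehyde metabolism and of stress had been fixed before the data were examined, and 16 of them were tested in whole libraries. Adjusted over the list alone, 0 genes were called for 0.05% ethanol in F1, 0 for 0.05% ethanol in F3, 0 for 0.5% ethanol in F1 and 3 for 0.5% ethanol in F3, while over all genes tested 0 were called in each. An unadjusted p below 0.05 was seen for 0, 2, 2 and 3 genes in that order. A fit of only the libraries of the comparison called 5 for 0.5% ethanol in F3 (the 3 genes below, acs-2 and sodh-1). With the replicate number as a block, 4 were called for 0.5% ethanol in F1 (gst-4, hsp-16.2, hsp-16.41 and hsp-70) and 4 in F3 (the 3 genes below and sodh-1). Genes given under alternatives were named after their values were seen, here and elsewhere. Without 0.05% ethanol batch 2 replicate 1 (hsp-16.41), or without water batch 4 replicate 3 (hsp-70), 1 gene was called for 0.05% ethanol in F3. The fitted log2 change against water was below 0 for 13 of 16 genes in 0.05% ethanol F1, 6 of 16 in 0.05% ethanol F3, 14 of 16 in 0.5% ethanol F1 and 14 of 16 in 0.5% ethanol F3. The alcohol dehydrogenase gene sodh-1 (adh-1 in the annotation) was not called without the block: it stood at 200 ± 20.7 CPM in 0.5% ethanol F3 against 301 ± 14.7 in water (n = 3 each), a log2 change of −0.51 (SE 0.301, edgeR adjusted p 0.41 over the list alone, 0.0097 with the block), lower in 3 of 3 libraries. The gene overlaps sodh-2 on the other strand, so its values are uncertain too.

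The 3 called genes encode heat-shock proteins. Beside hsp-16.41, whose edgeR adjusted p over the list alone was 0.00381, they were hsp-16.2 (WBGene00002016), next to it on chromosome V from 1804334 to 1804957 on the minus strand with 4 exons, and hsp-70 (WBGene00002026), on chromosome I from 9320325 to 9322519 on the minus strand with 3 exons, where it overlaps uggt-2 on the other strand. In F3, hsp-16.2 stood at 31.9 ± 20.8 CPM in 0.5% ethanol against 148 ± 101 in water (n = 3 each), a log2 change of −2.04 (SE 0.555) with an edgeR adjusted p of 0.00661 over the list alone. For hsp-70 the levels were 13.4 ± 8.86 against 63.9 ± 50.4 CPM (n = 3 each), a log2 change of −2.31 (SE 0.569) with an edgeR adjusted p of 0.00381 over the list alone. For hsp-16.2 and hsp-70 the arms overlapped, because the lowest water library (52.05 and 15.3 CPM) lay below the highest ethanol library (52.12 and 22.7 CPM). All 3 genes have close copies, so that their counts are uncertain. Without ethanol replicate 3 the adjusted p of hsp-16.2 over the list alone was 0.0605 and without water replicate 2 it was 0.057, and 2 genes, hsp-16.41 and hsp-70, were called in each of these fits. Over all 6 such fits it ranged from 0.000813 to 0.0434 for hsp-16.41 and from 0.000385 to 0.0434 for hsp-70. In F1 the changes under 0.5% ethanol were −1.05 for hsp-16.2, −1.01 for hsp-16.41 and −1.53 for hsp-70 (log2; edgeR adjusted p over the list alone 0.284, 0.284 and 0.242). The F3 minus F1 differences were −0.99, −1.09 and −0.78, each with an edgeR adjusted p of 1 over all genes, so a difference between the generations was not shown.

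**Figure D2:**
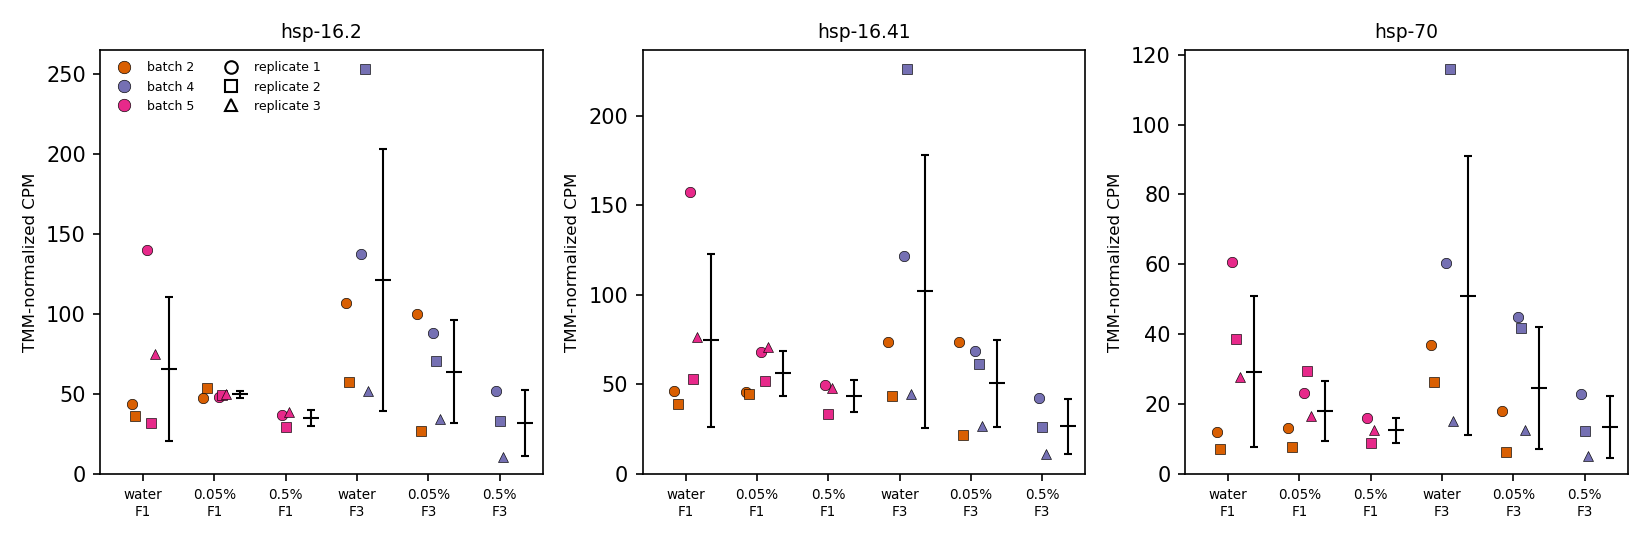
TMM-normalized CPM of hsp-16.2, hsp-16.41 and hsp-70 in whole libraries by group, with 1 point per library, colours for batches, marker shapes for replicate numbers and lines for the mean ± SD over all libraries of a group, the SD bars stopped at 0. In batch 4 the 0.5% ethanol F3 libraries lie between 11.31 and 42.1 CPM for hsp-16.41, below the batch 4 water libraries at 44.8 to 226 CPM.

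The share of nuclei in each class was compared next, with two-sided exact permutation tests within batches over 9 classes. No class had an adjusted p below 0.05 in any comparison, and 0 had an unadjusted p below 0.05. The class with the smallest p is given for each. For 0.05% ethanol in F1 it was gonadal sheath-like, at 1.65% ± 0.502 of nuclei against 1.27% ± 0.746 in water (n = 5 each; difference 0.375 points, exact p 0.383, adjusted 0.967). The difference was −0.323 points in batch 2 and 0.841 in batch 5, so its direction did not hold across batches. For 0.05% ethanol in F3 it was pharyngeal muscle-like, at 4.96% ± 1.50 against 6.03% ± 1.79 (n = 5 each; difference −1.08 points, exact p 0.35, adjusted 0.85), with −0.712 points in batch 2 and −1.32 in batch 4. For 0.5% ethanol in F1 it was gonadal sheath-like, at 1.41% ± 0.489 against 0.883% ± 0.461 (n = 3 each; difference 0.526 points, exact p 0.3, adjusted 1). By replicate number, ethanol held 1.35%, 1.92% and 0.951% against 0.754%, 1.39% and 0.499% in water, so it was higher in each of the 3 pairs. The permutation ignores such pairs, here and for the other shares. No test within pairs was made, and 3 pairs cannot give a two-sided exact p below 0.25. For 0.5% ethanol in F3 the class was body wall muscle-like, at 10.2% ± 2.37 against 13.4% ± 0.750 (n = 3 each; difference −3.11 points, exact p 0.1, adjusted 0.3), with all 3 ethanol libraries below the water libraries. Gonadal sheath-like and spermatheca-like nuclei had the same p there, with differences of −0.540 and −0.296 points. With 3 libraries per arm the smallest possible p is 0.1, so these comparisons could not have passed the threshold. The body wall muscle-like difference was −1.01 points with nuclei of at least 1000 UMIs.

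These tests leave out the unnamed clusters, so the 31 clusters were compared in the same way, a test added after the values were seen. No cluster had an adjusted p below 0.05, and an unadjusted p below 0.05 was seen for 1 cluster in 0.05% ethanol F1 (cluster 21, germline-like, −0.418 points, exact permutation p 0.0333, adjusted 1) and 0 in the other 3 comparisons. The largest difference in any comparison was that of cluster 0, unnamed, in 0.5% ethanol F3. It held 30.3% ± 7.04 of nuclei (22.4% to 35.7%) against 13.4% ± 4.56 in water (8.10% to 16.23%; n = 3 each), a difference of 16.98 points with a two-sided exact permutation p of 0.1, the smallest possible, and 0.388 after adjustment over the clusters. All 3 ethanol libraries lay above all 3 water libraries. In 0.5% ethanol F1 it held 17.2% ± 2.20 against 16.7% ± 8.11 (n = 3 each). Nuclei of cluster 0 had a median of 644 UMIs, and its top genes include rrn-3.1 and the mitochondrial genes ctc-1 and nduo-2. Shares sum to 100%, so a higher share of this cluster lowers those of the named classes.

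**Figure D3:**
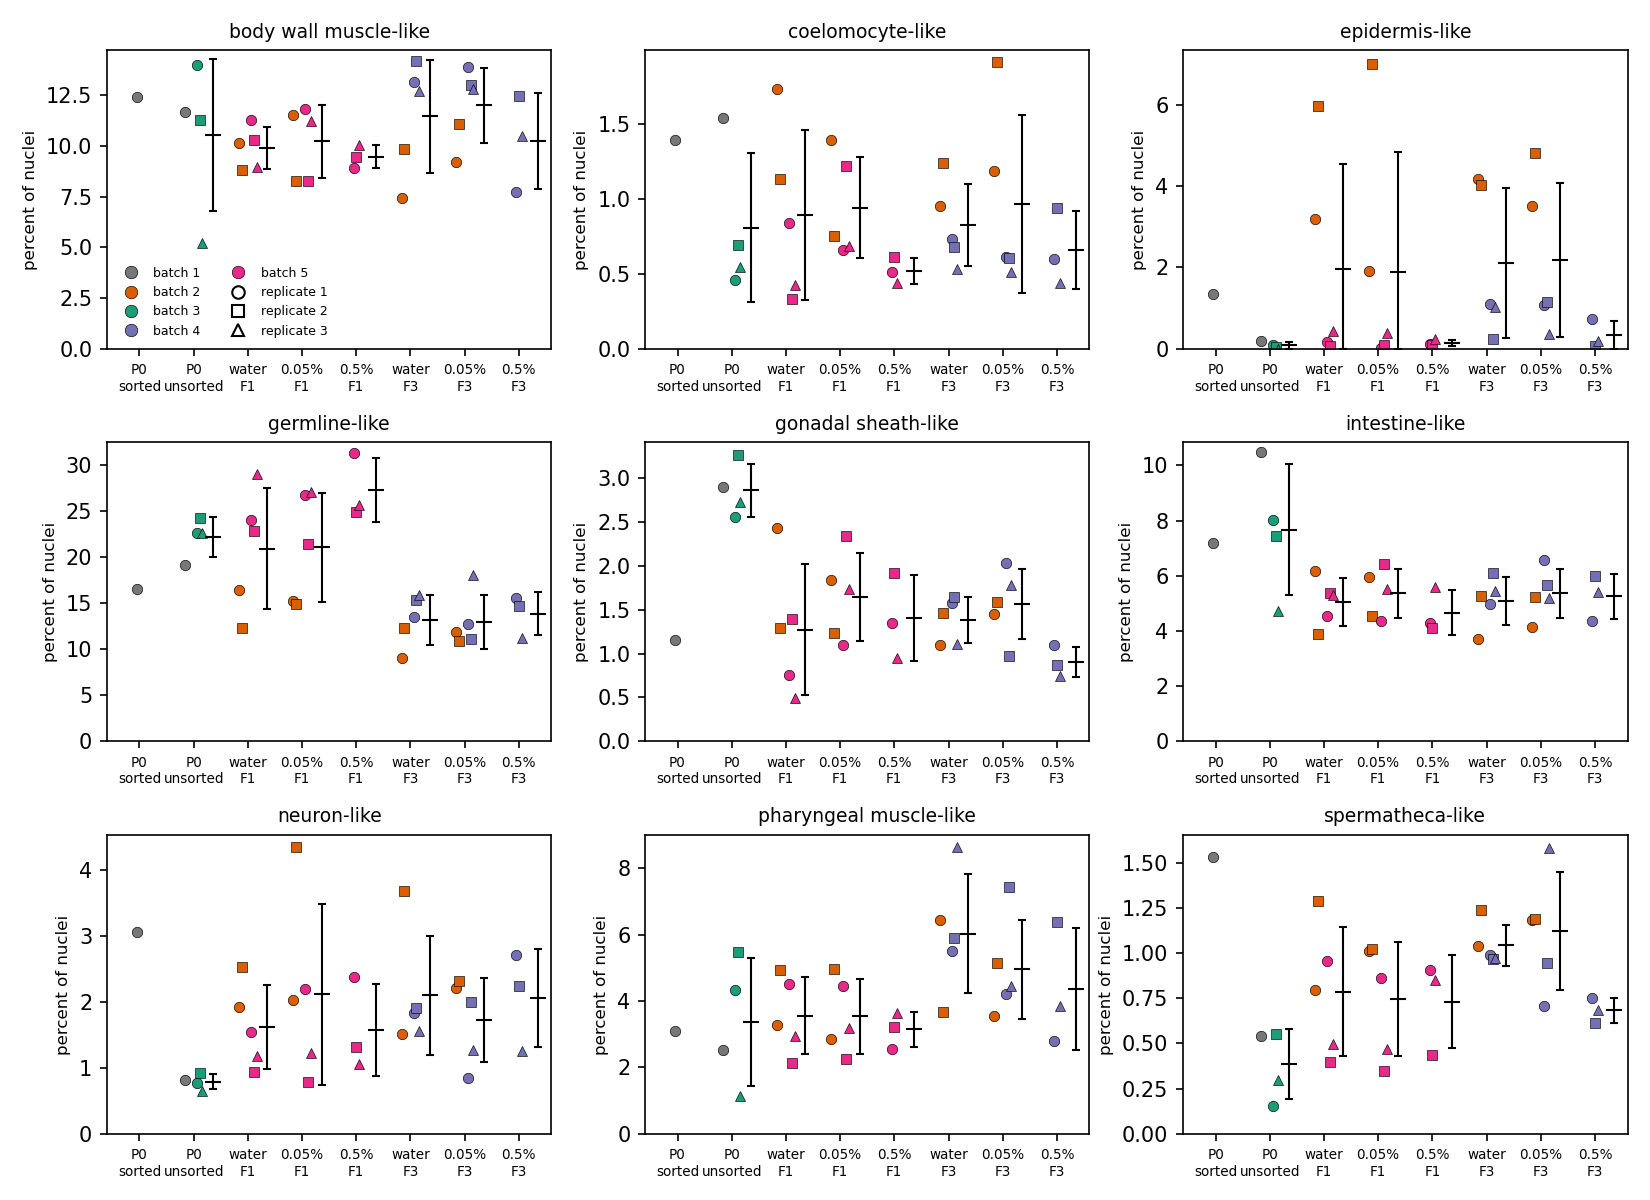
Percent of nuclei per library in each of the 9 named classes, by group, with 1 point per library, colours for batches, marker shapes for replicate numbers and lines for the mean ± SD over all libraries of a group, the SD bars stopped at 0. Ethanol and water libraries of a batch overlap in most panels, and body wall muscle-like nuclei of 0.5% ethanol F3 (10.2% ± 2.37) lie below water of batch 4 (13.4% ± 0.750).

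The untreated worms gave 1 sorted and 1 unsorted library in the same batch, which have no replicate check, so no test was made. Intervals are exact (Clopper-Pearson, 95%) and cover counting error only. Germline-like nuclei were 16.6% (15.02 to 18.2) of 2155 sorted nuclei against 19.2% (16.9 to 21.6) of 1106 unsorted ones, intestine-like nuclei 7.19% (6.14 to 8.37) against 10.5% (8.74 to 12.4), and neuron-like nuclei 3.06% (2.38 to 3.88) against 0.814% (0.373 to 1.54). These 3 classes had the largest differences. The germline-like class pools clusters that differed in opposite directions. Clusters 2 and 13, named by the germline list, held 6.82% and 3.57% of sorted against 4.25% and 0.723% of unsorted nuclei. Cluster 21 of the same list held 0.742% against 2.53%. Clusters 9, 18 and 28, named by the oocyte list, held 3.99%, 1.44% and 0% against 6.24%, 5.15% and 0.271%. Intervals were apart for intestine-like and neuron-like nuclei, and also for gonadal sheath-like (0.752 to 1.71 against 1.99 to 4.06) and epidermis-like nuclei (0.903 to 1.93 against 0.022 to 0.652), while the germline-like ones overlapped. This depended on the clustering and on the minimum of UMIs per nucleus. The gonadal sheath-like intervals overlapped on uncorrected principal components (2.71 to 4.29 against 3.69 to 6.32). They also overlapped over nuclei with at least 1000 UMIs (0.865 to 1.998 against 1.974 to 4.526). The body wall muscle-like intervals were apart on uncorrected components (8.96 to 11.565 against 4.165 to 6.93). The intestine-like intervals overlapped at resolution 2 (8.001 to 10.5 against 9.75 to 13.6) and on uncorrected principal components (8.22 to 10.7 against 10.4 to 14.4). The germline-like intervals were apart in both, and the germline-like difference went from −2.60 points to −5.71 and −12.997. On uncorrected components the class includes a cluster of 11091 nuclei with few UMIs, led by ribosomal and mitochondrial RNA, while the cluster with most of these leading genes was left unnamed in the main clustering, so the class is not the same one.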

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

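Of 78 sets of values of the 4 or 5 libraries of a group, 9 had a highest or lowest library whose gap to the nearest other, over the whole range of the group, passed Dixon's limit at 95%, which chance passes in about 1 of 20 sets. These groups span 2 batches, and no adjustment for batch was made. The tests of explanations named here were chosen only after the results were seen.

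For depth, 0.05% ethanol F3 batch 4 replicate 2 had the most nuclei, 3929 against 1535 to 2150 in the other 4 libraries (ratio 0.743), and the most UMIs, 10168436 against 5477321 to 6393745 (0.805). The 0.05% ethanol F3 batch 2 replicate 2 library had the highest median per nucleus, 1548 against 1206 to 1269 UMIs (0.816). No biological explanation was tested for these 3 values, and the larger library is scaled by its size in each fit.

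The water F1 batch 5 replicate 2 library had the fewest UMIs of its group, 1439256 against 7660498 to 9471411 (0.775). The replicate 2 libraries of 0.05% and 0.5% ethanol in batch 5 were as shallow, with 1279752 and 1218248 UMIs, and the 3 had the highest shares of rrn-3.1 of that batch, 10.2% to 13.9% against 0.918% to 4.62%. Of the 84 ways to choose 3 of these 9 libraries, the share with as high a mean is 0.0119 (one-sided exact permutation), which only restates that they rank highest and decides nothing. Whether libraries with the same number shared a condition, which the labels do not record, stays open. No biological explanation was tested.

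The epidermis-like share was highest in 0.05% ethanol F1 batch 2 replicate 2, at 6.99% against 0.0288% to 1.90% of nuclei (0.731). Epidermis-like nuclei are cluster 20, which was more frequent in batch 2 water libraries as well. Clusters 8 and 20 together held 15.4 more percentage points of nuclei in the batch 2 water libraries than in the other water libraries of the same generation (one-sided exact permutation p 0.01, the smallest that the 100 permutations can give). Both clusters have collagen genes among their top genes, and younger worms in batch 2 could give this. If so, vitellogenin RNA in intestine-like nuclei should be lower there, and the difference in its log2 level was −0.32 over both generations (one-sided exact permutation p 0.03). This came mostly from F3, with −0.54, while F1 had −0.11 (one-sided exact permutation p 0.1 and 0.3, of which 0.1 is the smallest possible) and a batch 5 library below both batch 2 libraries. The clusters, however, were raised in both generations, by 14.01 points in F1 and 16.9 in F3. Age is therefore left open, and batches may differ in more than age.

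In F3, the germline-like share was highest in 0.05% ethanol batch 4 replicate 3, at 18.1% against 10.9% to 12.8% (0.736). In water F3, batch 2 replicate 2 had the highest neuron-like share, 3.68% against 1.51% to 1.91% (0.817), and the highest spermatheca-like share, 1.24% against 0.970% to 1.04% (0.749). Y47D7A.12 in pharyngeal muscle-like sums was highest in 0.05% ethanol F1 batch 2 replicate 2, at 366 CPM against 0 to 35.5 CPM in the other 4 libraries (0.903). For these 4 values no explanation, technical or biological, was tested.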

How the results depend on the processing

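In this part, the removal of ribosomal RNA genes was chosen only after the results were seen, and so were the genes named here. Removing ribosomal RNA genes left every whole-library and list count as it was.

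Over all alternatives other than leaving out a library, whole-library counts stayed at 0 for 0.05% ethanol in F1 and F3, for 0.5% ethanol in F1, for the doses in F1 and for both F3 minus F1 differences. The fits of only the libraries of the comparison gave 6 whole-library calls for 0.5% ethanol in F3, all lower in ethanol, 2 class-level calls there (hsp-16.2 and hsp-16.41 in intestine-like sums), and 1 (hsp-70) and 5 list genes for 0.5% ethanol in F1 and F3. The cause was not tested. With the DESeq2 Wald test the doses in F3 gave 1 gene, str-81 (log2 2.82, adjusted p 0.0317; 0.0118 with edgeR and the block).

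With the replicate block, whole-library calls were 3 for 0.5% ethanol in F3 and 1 for the doses in F3, class-level calls were 2, 12, 13 and 11 for 0.05% ethanol in F1 and F3 and 0.5% ethanol in F1 and F3, and list calls were 5 for 0.05% ethanol in F3 (acs-2, hsp-16.2, hsp-16.41, hsp-70 and sodh-1, each lower) and 4 each for 0.5% ethanol in F1 and F3. It brought hsp-16.41 in whole libraries to an edgeR adjusted p of 0.0101 (over its alternatives 0.0101 to 1) and fipr-6 to 0.00646. It changed no other call of the genes and pairs named by the rule. The 3 list genes called for 0.5% ethanol in F3 over the list alone also stayed called. For 0.05% ethanol and water in F3, r was −0.044 in batch 2 and 0.158, 0.177 and 0.333 in batch 4, and for the doses in F3 it ran from 0.028 to 0.441. Since not every pair had an r above 0.1, these were not taken as paired, and the block results for them are given only here and among the other observations. For batch 4 alone, the r of 0.05% ethanol are about as high as the lower ones of 0.5% ethanol (0.167 and 0.179), which were taken as paired.

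Without a filter on low counts, class-level calls were 18, 63, 53 and 35 in the same order, and list calls were 2 for 0.05% ethanol in F3 (hsp-16.41 and hsp-70) and 1 for 0.5% ethanol in F1 (hsp-70). The cause was not tested. In this setting fipr-6 had an edgeR adjusted p of 2.83e-22 (over its alternatives 2.83e-22 to 0.999) and Y47D7A.12 one of 1e-05 (1e-05 to 1).

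The class-level call for 0.5% ethanol in F3 was lost, to 0, with the DESeq2 Wald test, limma voom, doublets kept and nuclei of at least 1000 UMIs. Its adjusted p was 1, 0.309, 0.113 and 0.176 there (over its alternatives 5.04e-14 to 1), with log2 changes from −3.03 to −2.88. Clusters at resolution 2 lost it too (0.226), but called 3 other pairs, hsp-16.41, hsp-70 and ugt-44 in body wall muscle-like sums, and 2 for 0.05% ethanol in F1 (unc-25 in body wall muscle-like and T24F1.7 in pharyngeal muscle-like sums). With batch 2 only, 1 was called for 0.05% ethanol in F3 (Y46H3C.7 in gonadal sheath-like sums), and with batch 4 only 1 list gene, sodh-1, for 0.05% ethanol in F3. The causes were not tested, except that single batches hold fewer libraries.

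The F1 correlation between batches reversed with Spearman's coefficient (−0.002), and the gonadal sheath-like share in 0.05% ethanol F1 reversed in batch 2 alone (−0.323 points). The cause was not tested. The sorted minus unsorted germline-like difference moved to −5.71 points at resolution 2 and to −12.997 on uncorrected components, where the class takes in a cluster of 11091 nuclei with few UMIs whose counterpart by leading genes is unnamed in the main clustering. Among the results for single genes and classes, other settings changed 12: 5 weaker, 4 stronger, 2 moved and 1 reversed, with 136 unchanged in direction and side of the threshold.

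Across the fits that each left out 1 library, class-level calls ran from 0 to 1 for 0.05% ethanol in F1, from 0 to 4 in F3, from 0 to 3 for 0.5% ethanol in F1 and from 0 to 7 in F3. The 1 call for F1 came without 0.05% ethanol batch 2 replicate 2 or water batch 2 replicate 1, the 4 without 0.05% ethanol batch 4 replicate 3, the 3 without 0.5% ethanol replicate 1 and the 7 without water batch 4 replicate 3. List calls ran from 0 to 1 for 0.05% ethanol in F3 and from 2 to 3 for 0.5% ethanol in F3. The correlation between batches ran from −0.244 to 0.338 in F1, reversing in 4 of 10 fits (−0.244, −0.215, −0.024 and −0.025), and from −0.368 to 0.2 in F3, reversing in 2 of 10 (0.2 and 0.002). Whole-library counts stayed at 0 in each of these fits.

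Share tests with 3 libraries per arm cannot give an exact p below 0.1, so their unchanged counts of 0 say nothing of stability. The depth of the replicate 2 libraries of batch 5, 1218248 to 1439256 UMIs, limits the F1 class sums. For Y47D7A.12, 8 of the 10 fits without 1 library gave a value.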

Other observations

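All tests in this part were chosen after the main results were seen, but the 4 correlations between doses or generations, and the tests of 3 explanations of the largest of them, were written before their own values were known.

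The counts of called genes were set against other splits of the same libraries. For 0.05% ethanol against water, 60 of the 60 splits within batches gave as many whole-library calls as the real one in F1, and 60 of 60 in F3, since the real split called 0. In F1, 56 of the 60 splits gave as many genes at an unadjusted p below 0.05. The split with most calls, 1771 genes, put together water and 0.05% ethanol replicate 2 of batch 2, and replicate 1 of both and 0.05% ethanol replicate 3 of batch 5, so it follows the replicate number in batch 2 and for 1 number of batch 5. With the number as a block, and all pairs parted, 16 of 16 splits gave as many calls as the real one, 0, in F1, and 16 of 16 in F3. The most called by another such split was 1 gene in F1 and 80 in F3, so the block fit can call genes under other labels. For 0.5% ethanol, 10 of the 10 splits gave as many calls in F1 and 10 of 10 in F3, although by unadjusted p the real F3 split was the highest, 1 of 10. With the block, the real split of 0.5% ethanol in F3 called 3 genes and was alone in this among the 4 splits that part all 3 pairs, and 4 splits cannot show more. The doses gave 10 of 10 in F1 and 10 of 10 in F3, where another split called 38 genes. The F3 minus F1 differences gave 50 of 50 splits drawn from 7200 for 0.05% and 50 of 50 drawn from 200 for 0.5% ethanol. In classes, 30 of 30 splits drawn from 60 gave as many calls for 0.05% ethanol in F1 (another split, which kept replicate 2 of batch 2 and replicate 1 of batch 5 together, called 662) and 30 of 30 in F3, 10 of 10 for 0.5% ethanol in F1, and 5 of 10 in F3. Among the splits that part all pairs, the last was 1 of 4. With the block and all pairs parted, the class-level counts of 2, 12, 13 and 11 were reached in 4 of 9, 3 of 9, 2 of 4 and 1 of 4 splits. With 10 or fewer splits the share cannot fall below 0.1, so these are too few to decide.

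Fewer genes than the 5% of a calibrated test had an unadjusted p below 0.05 in all 4 whole-library comparisons. A spread shared by same-numbered libraries could give this, since it inflates the spread within groups and cancels between them. If so, a block for the number should raise the shares. In 4 of 4 comparisons it did, to 380 (2.68%) and 444 (3.13%) genes for 0.05% ethanol in F1 and F3 and to 656 (4.62%) and 1435 (10.1%) for 0.5% ethanol, from 149, 158, 268 and 602 without it. All of these comparisons come from the same fit and share its dispersions, so their rises are not independent of each other. The rises may mean that the main test is conservative here, though in 0.05% ethanol F3 the numbers did not pair the libraries.

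The lower levels of hsp-16.2, hsp-16.41 and hsp-70 in 0.5% ethanol F3 were weighed against 4 explanations. Within classes, 17 of 17 gene and class pairs were lower, with a median log2 change of −2.15, 16 at an unadjusted p below 0.05 and 1 called, which was lost when any 1 of 5 of the 6 libraries was left out. Background RNA was not measured, and it would fall in every class if the cells it came from became rarer, so these cells would have to fall as far as the genes. In the 3 pairs of the same number the summed genes changed by −3.04 to −1.43 log2 units. For the 21 clusters with at least 1% of water nuclei (94.8% of them together), the lowest change of the share of nuclei or of UMIs in any pair was −1.28 log2 units (cluster 9). This argues against a lower share of these clusters as the whole cause. A lower share of rarer clusters, or of cells that the clusters do not show, stays open. Of 10 rarer clusters, 2 fell as far as the genes in at least 1 pair (cluster 29, and cluster 20 with a mean change of −2.70 in its share of UMIs), and 1 had libraries without nuclei. If counts moved to near-identical copies, these should be higher, but 3 of 3 tested copies of 6 listed were lower (hsp-16.11 by −2.12, F44E5.4 by −1.61 and F44E5.5 by −1.75 log2 units, each with an edgeR adjusted p of 0.968). This covers the tested copies only, and a move of counts to the untested ones stays open. A heat-shock response that varies between libraries apart from ethanol stays open. It predicts water libraries elsewhere as low as the ethanol ones, and this was met in part. Of the 7 water libraries of other batches, 2 lay at or below the highest 0.5% ethanol F3 library (112.9 CPM summed over the 3 genes, against 76.6 to 396 CPM), but the other 2 ethanol libraries (67.4 and 27.2 CPM) lay below all 10 water libraries. These sums are on a scale other than the TMM-scaled CPM of single genes given above, so they do not equal the sums of those values. Summed in this way the genes differed with a two-sided exact permutation p of 0.2 in F3 and 0.1 in F1, where 0.1 is the smallest possible. Within pairs of the same number, ethanol was lower in 3 of 3 pairs in F3 and 3 of 3 in F1, with an exact p of 0.25 each (two-sided permutation within pairs), the smallest that 3 pairs can give. In whole libraries under 0.05% ethanol, hsp-16.2, hsp-16.41 and hsp-70 changed by −0.868, −0.915 and −1.11 log2 units in F3. In F1 the changes were −0.333, −0.331 and −0.554, and in batch 2 of F1 the means were higher in ethanol. In intestine-like sums they were −1.27, −1.84 and −1.96 in 0.05% ethanol F3, and −2.59, −2.06 and −2.97 in 0.5% ethanol F1. In batches 4 and 5 both doses share their water libraries, so these values do not decide. The contrast of 0.5% with 0.05% ethanol in whole libraries was −1.17, −1.18 and −1.20 log2 units in F3, and −0.715, −0.675 and −0.973 in F1. None of these differences was called (edgeR adjusted p 0.954 for each in F3), so a difference between the doses was not shown. A lower heat-shock response after the ethanol exposure of ancestors and variation apart from ethanol both stay open.

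Effects of 0.5% ethanol in F1 (batch 5) and F3 (batch 4), which share no libraries, correlated across 6812 genes with r 0.469 (one-sided exact permutation p 0.01, 400 permutations, adjusted 0.04 over 4 correlations). An effect shared by the generations could give this, and the test came out as that predicts. It rests on single libraries, however: r was −0.0914 (p 0.69) without water F1 batch 5 replicate 1, 0.189 (p 0.285) without 0.5% ethanol F1 replicate 2 and 0.403 (p 0.08) without 0.5% ethanol F3 replicate 1, by the same exact permutation, over a range of −0.0914 to 0.567. It is therefore left undecided. Among technical explanations, ribosomal and mitochondrial RNA is argued against, as r stayed at 0.463 (exact permutation p 0.01) without these genes. More nuclei of low UMI count in 1 arm stay open, since r was 0.35 (exact permutation p 0.075) over nuclei with at least 1000 UMIs. A like shift in the shares of cell classes also stays open. Within 5 classes r ran from −0.0019 to 0.225, with 4 above 0 and 1 with an exact permutation p below 0.05 (gonadal sheath-like, r 0.0536, p 0.02).

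The other 3 correlations gave no evidence of a shared effect. Effects of 0.05% ethanol in F1 of batch 5 and F3 of batch 4 had r 0.174 (one-sided exact permutation p 0.17, adjusted 0.34). Effects of the doses rest on the same water libraries, so that unchanged groups already correlate. In F1 r was 0.626 against a mean of 0.464 over 1680 permutations of the 3 labels (exact permutation p 0.479, adjusted 0.638), and in F3 0.408 against 0.489 (p 0.701, adjusted 0.701, by the same permutation).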
